A study of Mus musculus with 15 samples.

How the data were processed

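RNA sequencing had been carried out on erythroid progenitors of the fetal liver of mouse embryos at stage E12.5. The labels divide 15 libraries among 5 groups of 3. Group 1 of mice holds 3 wildtype and 3 Rpl5 mutant libraries, whose molecule the labels give as polyA RNA. Group 2 holds 3 wildtype, 3 mutant and 3 low-yield mutant libraries, whose molecule is given as total RNA. The meaning of "low-yield" is not defined in the labels and was not assumed. Each library was put in its group from its title alone, and no value column was left without a library.

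Per the labels, RNA was extracted with a column kit for small samples (RNeasy Micro), read as 151 bp paired ends on an Illumina NovaSeq and demultiplexed with BCL Convert. The values deposited by the authors are expected counts per gene, that is, estimated numbers of read pairs or reads assigned to each gene, not normalised. The counting program, the aligner, the genome build, the annotation release and the use of strand are not stated, so reads shared by near-identical genes may have been split among them and genes that overlap on opposite strands cannot be separated with certainty. The expected counts were already whole numbers as deposited; they were passed through rounding, which changed nothing, and were tested as counts. The tables list 55487 mouse genes, of which 55141 (99.4%) are in GENCODE release M21 for GRCm38, and 30374 had a count of 0 in all libraries. Gene names and coordinates are those of that reference, which may not be the release the authors used. The rows of reporter sequences, 5 in the table of group 2 and 4 in that of group 1, name no mouse gene. They held 5 counts in all, at most 2 in any library, below the floor of 3 counts, and were kept out of library sizes and tests.

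Total counts per library ranged from 48510828 to 58513669 in group 1 and from 24954324 to 44827821 in group 2. The biological coefficient of variation was 22.4% in group 1 and 19.9% in group 2. The variance between replicates, not shrunk, was over 2 times the counting variance for 13051 of 14048 tested genes (92.9%) in group 1 and 14280 of 15024 (95%) in group 2. For these genes the spread between libraries exceeded counting error. No pair of libraries of a group agreed within sampling noise: the chi-square statistic per degree of freedom over genes was between 20.2 and 77.8, and each library was counted once.

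Genes were tested with edgeR 4.0.16 in R 4.3.3: TMM normalisation, the filterByExpr filter on low counts, estimated dispersions, a robust quasi-likelihood fit and its two-sided F test, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Such genes are called "called" here. The 6 comparisons were each fixed in its test, libraries and covariates before the data were examined: mutant against wildtype in group 1 (6 libraries); mutant against wildtype, low-yield mutant against wildtype and low-yield mutant against mutant in group 2 (1 fit over its 9 libraries); mutant against wildtype over both groups with the group of mice as a block (12 libraries); and the interaction of genotype and group of mice (the same 12 libraries). Levels were never compared between the groups of mice, because the kind of RNA differs between them. Values per library are CPM, counts scaled to a common library size after TMM normalisation, given as mean ± SD over 3 libraries. Log2 fold changes carry their standard error (SE).

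The 15 gene lists, the rule for naming genes and nearly all alternatives were likewise fixed before the data were examined. The lists came from general knowledge: p53 targets, cholesterol synthesis, fatty acid synthesis, fatty acid oxidation, glycerolipid synthesis, sphingolipid synthesis, lipoprotein and sterol transport, heme synthesis, erythroid maturation, early progenitors, ribosomal proteins, ribosome biogenesis, amino acid stress, hepatocyte markers and macrophage markers. Alas2 and Fech are in both the heme and erythroid lists, Sesn2 in the p53 and amino acid lists, Vldlr in the lipoprotein and amino acid lists, and Csf1r in the progenitor and macrophage lists. The lists were tested with camera of limma 3.58.1 on voom-weighted log2 CPM with a preset correlation between genes of 0.01, adjusted over the 15 lists of a comparison. The fry test and camera with an estimated correlation were run as alternatives. The sex-linked list of 6 genes (Xist, Tsix, Ddx3y, Uty, Kdm5d and Eif2s3y) served as a check of the libraries only.

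Named genes are, per comparison, the 5 with the largest increase and the 5 with the largest decrease among called genes with a mean CPM of at least 2 and no overlap between the CPM of the compared groups, with predicted genes and pseudogenes passed over. To these were added Rpl5, 22 genes fixed in advance (p53 targets, erythroid and progenitor genes, lipid genes; some of them are not reported here) and the member with the smallest p value of each list that passed. Any other gene is said to have been chosen after its values were seen.

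Whether replicate numbers pair the libraries was checked from the correlation, across genes, of the deviations of same-numbered libraries from their group means. In group 1 it was 0.44, 0.19 and 0.15 for numbers 1, 2 and 3, all above the 0.1 set as the limit, so the numbers were taken to pair wildtype and mutant libraries there. The pairing comes from this check alone, as the labels name no litter or batch. Differently numbered libraries were not correlated, so the check cannot tell pairing from other variation that libraries happen to share. In group 2 not every pair passed. For group 1, results with the replicate number as a block are given where they change a call.

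The tests were tried on simulated data drawn from the libraries' own means, sizes and dispersions, with 200 genes changed by 1 on the log2 scale, 10 times per comparison. In group 1, over 13936 genes, 62.5% of the changed genes were recovered and 8.3% of the calls were false. For the mutant and the low-yield mutant against wildtype in group 2 (14956 and 14946 genes) 60.8% and 61% were recovered, with 6.9% and 7.7% false. For the low-yield mutant against the mutant (14947 genes) the values were 59.1% and 6.4%, for both groups together (15960 genes) 65.3% and 11.6%, and for the interaction (15955 genes) 44% and 4.7%. The false share thus lay above the nominal 5% in all comparisons except the interaction. No recovered gene had the wrong sign, and data with no changed gene gave at most 3 calls. An erythroid maturation list shifted by -0.5 was called in group 1 and in the 3 comparisons of group 2. This held for camera, fry and camera with an estimated correlation. Of 13 lists without a shift, camera called 1 for the low-yield mutant against wildtype, and 0 were called otherwise. The lists were tried on 1 simulated data set per comparison, with genes drawn independently of each other. That trial cannot show how often lists of correlated genes are called falsely.

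The alternatives tried were DESeq2 size factors, no low-count filter, a mean CPM of at least 5, the Wald test of DESeq2 1.42.0, voom with sample quality weights, the legacy quasi-likelihood mode, the replicate block, removal of haemoglobin and mitochondrial genes, removal of sex-linked genes, a minimum absolute log2 fold change of 1, fits on the 6 compared libraries only and leaving out each library in turn. Added after seeing the data were covariates for embryo sex, sums of the counts of Rpl5 and of Rplp0 with their copies, and tests of the lists for the interaction and over both groups together. Copies were found with BLAST 2.17.0 as genes whose sequence matched at 94% identity or more over at least 600 bases. Agreement between comparisons that share the wildtype libraries is given beside 20 simulated data sets with no change. The overlap of calls and the shared signs in those data sets, and the comparison of replicate variance with counting variance, were added after the data were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Sample sheets that hold no measurement were not used here, and reads, protein and lipid measurements were not analysed here.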

Results

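The transcripts of erythroid progenitors from the fetal liver of wildtype and Rpl5 mutant embryos (E12.5) were compared by RNA sequencing. Rpl5 encodes a protein of the large ribosomal subunit. The title of the series concerns lipid metabolism in Diamond Blackfan anemia syndrome, an inherited failure of red cell production, and the comparisons below address how the mutant progenitors differ from wildtype ones, lipid genes included. Group 1 of mice comprised 3 wildtype and 3 mutant libraries from polyA RNA. Group 2 comprised 3 wildtype, 3 mutant and 3 low-yield mutant libraries from total RNA, where "low-yield" is the authors' undefined label. The total count per library ranged from 48510828 to 58513669 in group 1 and from 24954324 to 44827821 in group 2. Between 17165 and 17652 genes were detected per library in group 1 and between 17224 and 19394 in group 2. Haemoglobin genes took 0.146% to 0.689% of the counts in group 1 and 0.223% to 1.135% in group 2. Within groups, log2 CPM values of replicates correlated across genes with Pearson's r between 0.970 and 0.984, genes not being independent replicates. In group 2 the first principal component carried 28.4% of the variance and separated the wildtype libraries (scores from 35.8 to 52.5) from the 6 mutant libraries (from -38.5 to -12.4). In group 1 the first component (37.8%) did not separate the genotypes: wildtype libraries 1, 2 and 3 were at -63.5, -6.4 and 1.7, mutant library 1 lay among them at -17.4, and mutant libraries 2 and 3 were at 48.2 and 37.4.

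The mutated gene was examined first in every library. Rpl5 (ENSMUSG00000058558) lies on chromosome 5 of GRCm38 at 107900502 to 107909005, forward strand, and overlaps another annotated gene. In group 1 its CPM was 656, 668 and 744 in the wildtype libraries (690 ± 47.9, SD, n = 3) and 520, 561 and 570 in the mutant libraries (551 ± 26.6). In group 2 it was 324, 303 and 374 in wildtype (334 ± 36.6), 232, 248 and 248 in mutant (243 ± 9.47) and 243, 219 and 278 in low-yield mutant libraries (247 ± 29.9). Every mutant library lay below every wildtype library of its group. By edgeR's quasi-likelihood test the log2 fold change was -0.32 in group 1 (SE 0.07, adjusted p 0.00971), -0.46 for the mutant in group 2 (SE 0.10, adjusted p 0.0117) and -0.44 for the low-yield mutant (SE 0.10, adjusted p 0.0087). It was -0.39 over both groups (SE 0.06, adjusted p 6.13e-05). A sum over Rpl5 and its 5 near-identical copies, chosen after its values were seen, gave -0.42, -0.41, -0.46 and -0.41 in this order. Other than leaving out a library, it was the alternative that moved the estimate most in group 1 and in the low-yield mutant. In the group 2 mutant and over both groups that was voom with quality weights, with -0.409 and -0.363. Without mutant replicate 1 or wildtype replicate 3, the adjusted p in the group 2 mutant was 0.063 or 0.0597, and without low-yield replicate 2 it was 0.0666 in the low-yield mutant. Low-yield and other mutants did not differ in Rpl5 (log2 fold change 0.02, adjusted p 1).

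**Figure D1:**
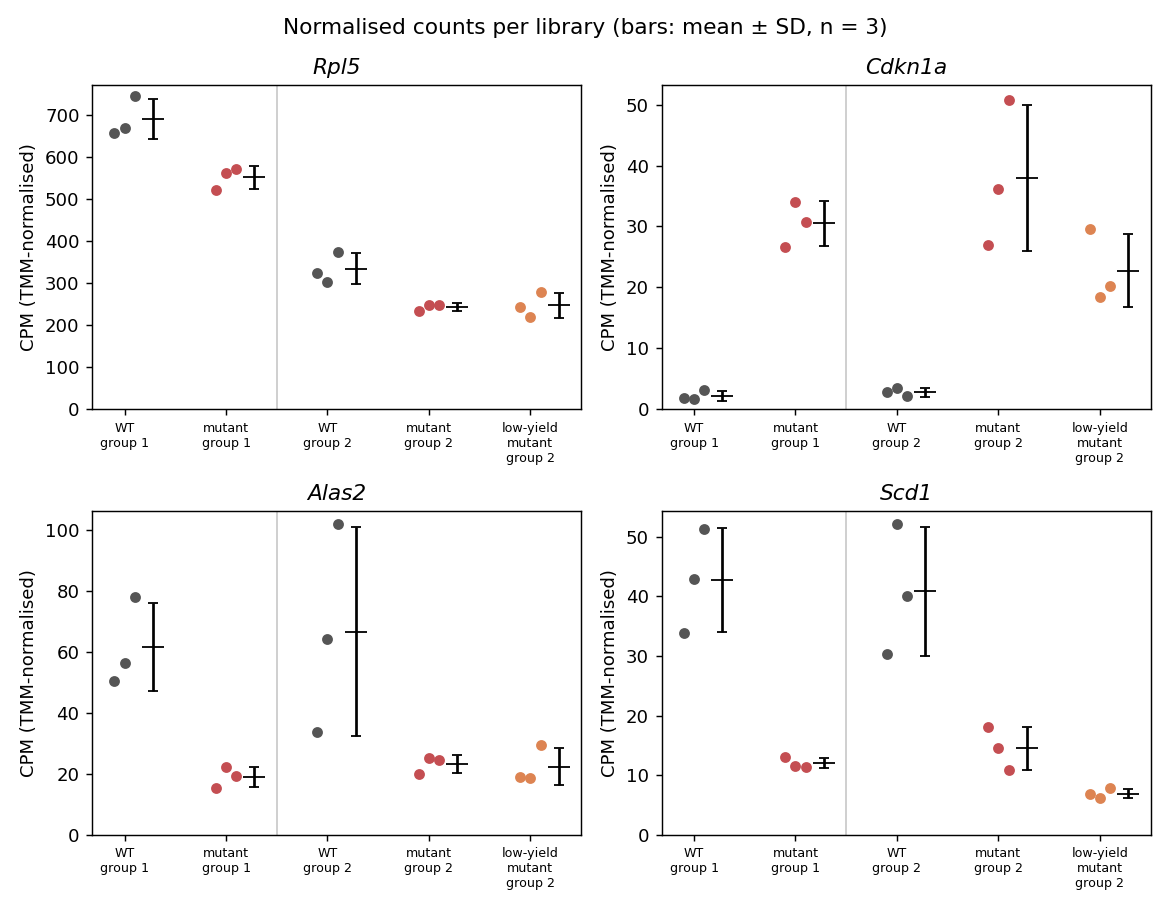
Normalised counts (TMM-normalised CPM, vertical axes starting at 0) of Rpl5, Cdkn1a, Alas2 and Scd1 in each library, as points, with the mean ± SD of the 3 libraries of each group as bars; the grey line parts the groups of mice, whose levels are not compared. Mean Rpl5 was 690 in wildtype and 551 in mutant libraries of group 1 and 334, 243 and 247 in wildtype, mutant and low-yield mutant libraries of group 2.

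In group 1, 1766 of 14048 tested genes were called between mutant and wildtype, 814 higher and 952 lower in the mutant. The absolute log2 fold change was at least 1 in 302 of them. The median over all tested genes was 0.01. The setting that moved the count most upward was the replicate block, with 2863 calls that included 1763 of the 1766. Without mutant replicate 3 the count was 753, without wildtype replicate 2 it was 836, without wildtype replicate 1 it was 1051 and without wildtype replicate 3 it was 1168. The largest increases among genes selected by the naming rule were those of Eda2r (chromosome X, 97333840 to 97377216; log2 fold change 4.43, SE 0.33, adjusted p 1.4e-05), Cdkn1a (chromosome 17, 29090976 to 29100727; 3.80, SE 0.20, adjusted p 2.51e-06), Gask1b (3.50), Plk2 (3.10) and Zmat3 (2.58). Mean Cdkn1a rose from 2.16 CPM in wildtype to 30.5 in mutant libraries. The largest decreases were those of Fn3k (chromosome 11, 121434913 to 121450491; -3.69, SE 0.44, adjusted p 4.67e-04), Ypel4 (-2.74), Tns1 (-2.29), Alb (-2.29) and Gjb2 (-2.20). Alb fell from 13 to 2.66 CPM; its adjusted p was 0.0108, but 0.0512 without mutant replicate 3 and 0.111 with the replicate block.

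In group 2, 942 of 15024 tested genes were called between mutant and wildtype, 499 higher and 443 lower, with an absolute log2 fold change of at least 1 in 271. The count was 439 without mutant replicate 1, 433 without mutant replicate 3, 425 without wildtype replicate 2 and 480 without wildtype replicate 3. It was 1452 with DESeq2 and 2000 with voom and quality weights. The largest increases were those of Cdkn1a (3.82, SE 0.31, adjusted p 1.89e-04), Eda2r (3.67, SE 0.36, adjusted p 5.45e-05), Prg3 (3.21, SE 0.78, adjusted p 0.0479), Mpo (3.03, SE 0.58, adjusted p 0.0339) and Hecw1 (2.63). Prg3 and Mpo were near the threshold. Prg3 lost its call in 6 of the 9 fits that left out 1 library (adjusted p 0.0619 to 0.166) and Mpo in 7 (0.0507 to 0.12). Both lost it with voom (0.125 and 0.0622). Prg3 also lost it with no low-count filter (0.144) and in the legacy quasi-likelihood mode (0.104), and Mpo in the fit on the 6 compared libraries (0.0733). The largest decreases were those of Fn3k (-4.16, SE 0.50, adjusted p 2.66e-04), Irgm2 (-2.56), Ypel4 (-2.48), Hbb-bt (-2.25) and Tns1 (-2.16). Hbb-bt, whose reads could be shared with the near-identical adult beta globin genes, had an adjusted p of 0.0187. It was 0.0517 to 0.09 without any 1 of the mutant libraries or wildtype replicate 2, and 0.0563 on the 6 compared libraries. Tns1 had 0.00641, and 0.0501 without mutant replicate 1.

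Low-yield mutants differed from wildtype in 1884 of 15024 genes, 1004 higher and 880 lower, 564 of them with an absolute log2 fold change of at least 1. The count was 902 without low-yield replicate 1, 900 without low-yield replicate 2, 1074 without wildtype replicate 2 and 1153 without wildtype replicate 3, and 3399 with voom and quality weights. The largest increases were those of B4galt6 (3.99, SE 0.47, adjusted p 1.19e-04), Gask1b (3.89), Lyz2 (3.82), Ear6 (3.79) and Ngp (3.75). Lyz2 and Ear6 belong to families of close paralogues among which reads could be split. The largest decreases were those of Fn3k (-4.15, SE 0.48, adjusted p 8.78e-05), Ypel4 (-2.74), Scd1 (-2.56), Hbb-bt (-2.55) and Tns1 (-2.45).

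Low-yield and other mutants of group 2 were also compared directly. At the threshold, 0 of 15024 genes were called by edgeR, with 480 at an unadjusted p under 0.05 and a smallest adjusted p of 0.819, that of Itga2b (log2 fold change 0.86). DESeq2 called 6 genes and voom with quality weights 4. Without low-yield replicate 3 edgeR called 22. Itga2b was called by DESeq2 (adjusted p 0.00327), by voom (0.0317) and by edgeR without low-yield replicate 3 (0.00443). Scd1 was at 14.5 CPM in mutant and 6.9 CPM in low-yield mutant libraries; edgeR did not call it (log2 fold change -1.05, SE 0.23, adjusted p 1), whereas DESeq2 did (-1.07, adjusted p 0.00368). The fold changes of the mutant and the low-yield mutant against their shared wildtype libraries correlated across 15024 genes with Spearman's rho 0.767. In simulated data with no change, every library was drawn anew and the wildtype ones were again shared. These data gave 0.438 on average (0.423 to 0.458 over 20 data sets). Of the called genes, 856 were called in both comparisons, against 0 on average (0 to 1) in the simulated data. With no changed gene to call there, an overlap near 0 was fixed in advance and sets no scale for the 856. All 856 had the same sign, which is expected from the shared wildtype libraries: of genes with an unadjusted p under 0.05 in both comparisons, 99.1% had the same sign in the simulated data.

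The groups of mice share no library. Of the genes called higher in group 1, 795 of the 805 tested in group 2 (98.8%) were also higher in the mutant there (fry p 4.87e-04, limma), and 928 of 946 called lower (98.1%) were also lower (fry p 8.26e-05). Conversely, 494 of 496 genes (99.6%) called higher in group 2 were higher in group 1 (fry p 3.15e-04) and 432 of 438 (98.6%) called lower were lower (fry p 8.1e-05). Across the 13370 genes tested in both groups the log2 fold changes correlated with Spearman's rho 0.635; 651 genes were called in both, all with the same sign. With both groups in 1 fit, 3128 of 15954 genes were called, 1564 higher and 1564 lower, 489 with an absolute log2 fold change of at least 1. The gene with the smallest adjusted p was Zmat3 (2.53, SE 0.07, adjusted p 7.61e-15), on chromosome 3 at 32334792 to 32366014. Besides Eda2r, Cdkn1a, Plk2, Zmat3, Hecw1, Fn3k, Ypel4, Tns1 and Hbb-bt, the naming rule gave the alpha globin gene Hba-a2 (-2.06, adjusted p 1.83e-04), which has a near-identical neighbouring copy.

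**Figure D2:**
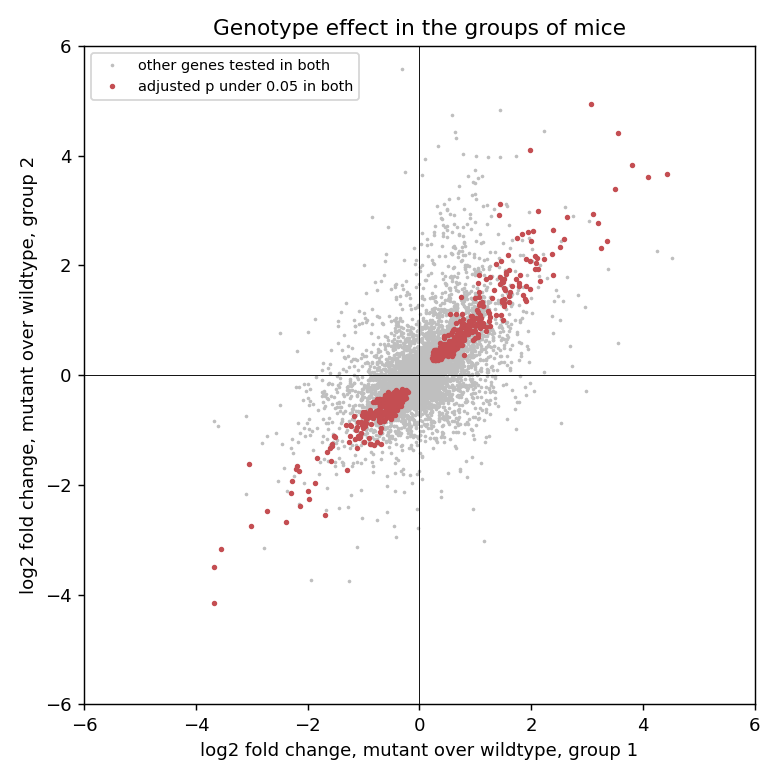
Log2 fold changes of mutant over wildtype in group 1 (horizontal) and group 2 (vertical) for 13370 genes tested in both, one point per gene; red points are the 651 genes called in both groups and grey points the others, and 13 genes lie outside the axes. All 651 red points lie in the quadrants of equal sign.

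The difference in genotype effect between the groups was tested as an interaction. Of 15954 genes, 3 were called, and 342 had an unadjusted p under 0.05. All 3 are processed pseudogenes related to Rplp0, a gene of the ribosomal stalk, and were named after their values were seen: Gm8730 (chromosome 8, 102864845 to 102865798; interaction -1.11, SE 0.14, adjusted p 0.00343), Gm9625 (chromosome 13; -1.16, SE 0.15, adjusted p 0.00343) and Gm6278 (chromosome 16; -1.11, SE 0.17, adjusted p 0.0311). Gm6278 lost its call in 8 of the 12 fits that left out 1 library (adjusted p 0.0575 to 0.151). Their sequences match Rplp0 (chromosome 5, 115559467 to 115563727) at 98.7%, 97.4% and 96.4%, so counts could be divided among them and each value is uncertain on its own. In group 2, Gm8730 fell by 0.97 (adjusted p 3.61e-04) while Rplp0 rose by 0.59 (adjusted p 0.00306); in group 1 they changed by 0.16 (adjusted p 0.163) and 0.13 (adjusted p 0.189). After the counts of Rplp0 and its copies were summed, 0 genes were called for the interaction (edgeR, 338 at an unadjusted p under 0.05). The 3 called genes are members of that sum, so only the sum itself could be informative. Its interaction was -0.004, and it changed by 0.12 in the mutant and 0.06 in the low-yield mutant of group 2 (edgeR, adjusted p 0.593 and 0.756).

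**Figure D3:**
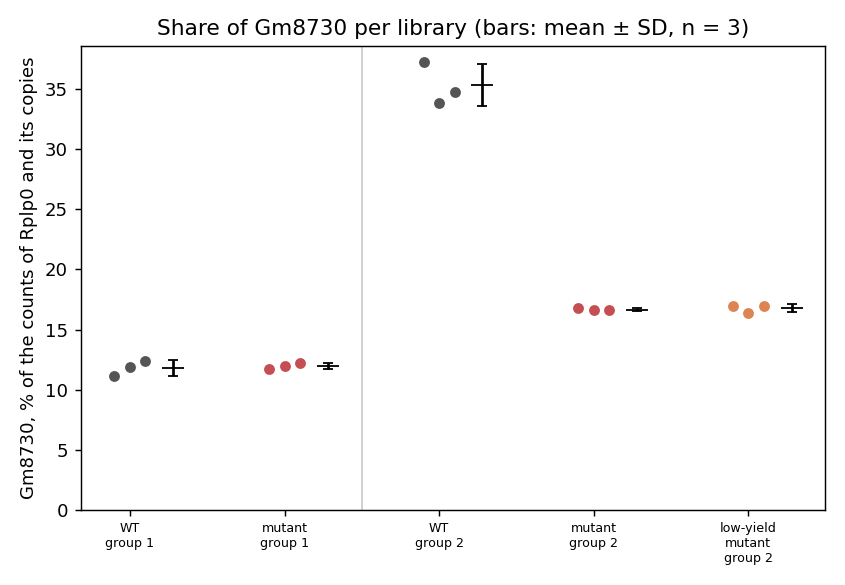
Share of Gm8730 in the summed counts of Rplp0 and its copies in each library (points, in percent, axis starting at 0), with the mean ± SD of 3 libraries as bars and a grey line between the groups of mice. The share was 35.3% in wildtype, 16.7% in mutant and 16.8% in low-yield mutant libraries of group 2, and 11.8% and 12% in wildtype and mutant libraries of group 1.

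The p53 target list was higher in the mutants. In group 1, 29 of 39 tested members were higher (median log2 fold change 0.51, camera adjusted p 2.72e-11), and 22 were called over all genes (20 higher, 2 lower) against 27 when adjusted over the list alone. In group 2 the median was 0.37 in the mutant (camera adjusted p 1.02e-11; 13 called, 23 adjusted over the list alone) and 0.28 in the low-yield mutant (camera adjusted p 2.83e-06; 15 and 17). Ccng1 rose by 1.60, 1.44 and 1.11 in these comparisons (largest adjusted p 1.36e-05) and Phlda3 by 1.37, 1.10 and 0.68 (largest adjusted p 0.00839). Mdm2 was not called by edgeR in any of them (0.14, 0.31 and 0.13; adjusted p 0.23, 0.0832 and 0.446), but was by voom in the group 2 mutant (0.0382). Over both groups edgeR called it (0.22, adjusted p 0.0271), a call lost in 4 of the 12 fits that left out 1 library (0.0542 to 0.0635).

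The heme synthesis list was lower, with 22 of 23 genes below wildtype in each of the 3 comparisons with wildtype: the median log2 fold change was -0.29 in group 1, and -0.27 and -0.41 in the mutant and low-yield mutant of group 2 (camera adjusted p 1.97e-13, 5.99e-11 and 8.56e-13). Of these genes 13, 5 and 15 were called over all genes, and 20, 16 and 17 adjusted over the list alone. The erythroid maturation list had medians of -0.38, -0.28 and -0.38 (camera adjusted p 8.36e-16, 1.88e-13 and 7.43e-17), with 27, 16 and 23 genes called over all genes and 31, 25 and 30 adjusted over the list alone. Klf1 fell by 0.52 (adjusted p 6.91e-04), 0.48 (0.00392) and 0.61 (3.58e-04). Alas2 fell by 1.70 in group 1 (SE 0.21, adjusted p 0.00424); in group 2 its changes of -1.53 and -1.58 were not called by edgeR (adjusted p 0.0878 and 0.0524), but were without wildtype replicate 1 (0.00723 and 0.00356), by DESeq2 (0.00393 and 0.00137) and by voom (0.0279 and 0.0122). Over both groups edgeR called it (-1.62, adjusted p 0.00153). Tfrc was called in group 1 (-0.36, adjusted p 0.0146) and over both groups (-0.27, adjusted p 0.0488), but not in the mutant or low-yield mutant of group 2 (-0.18 and -0.27, adjusted p 0.539 and 0.251), and did not differ between the groups in the interaction test (0.19, adjusted p 1); it was not called in group 1 without mutant replicate 3 (adjusted p 0.101), wildtype replicate 2 (0.0765) or wildtype replicate 3 (0.0509), nor over both groups with no low-count filter (0.0828), a mean CPM of at least 5 (0.057) or in 6 of the 12 fits that left out 1 library (0.0703 to 0.108). Gata1 was not called (0.14, 0.06 and 0.06; adjusted p 0.168, 0.718 and 0.657).

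The early progenitor list was higher, with medians of 0.75 in group 1 and of 0.64 and 1.34 in the mutant and low-yield mutant of group 2 (camera adjusted p 1.17e-04, 5.57e-07 and 1.07e-11). This list also holds genes of myeloid cells, such as Mpo, Elane, Prtn3, Ctsg and Csf1r. Its rise therefore does not tell early progenitors from myeloid cells. Over all genes 4, 9 and 16 members were called, and 4, 11 and 20 adjusted over the list alone. Kit rose by 0.30, 0.47 and 0.52 (adjusted p 0.0126, 0.0136 and 0.00382); it was not called in group 1 without mutant replicate 3 (0.0528), wildtype replicate 1 (0.0511) or wildtype replicate 2 (0.0542), nor in the group 2 mutant without mutant replicate 2 (0.05), wildtype replicate 2 (0.0602) or wildtype replicate 3 (0.0643). Gata2 rose by 1.55 (adjusted p 0.258), 1.37 (0.0163) and 1.82 (0.00107); with the replicate block its adjusted p in group 1 was 2.44e-07, and in the group 2 mutant the call was lost without mutant replicate 1 (0.053) or 3 (0.0619) or wildtype replicate 2 (0.0791) or 3 (0.0746). Over both groups Gata2 was called (1.48, adjusted p 0.0207), but not in 4 of the 12 fits that left out 1 library (0.0501 to 0.0613). The ribosome biogenesis list was higher, with medians of 0.20, 0.20 and 0.27 (camera adjusted p 1.33e-11, 5.99e-11 and 1.09e-13), 17, 6 and 18 members called over all genes and 29, 16 and 30 adjusted over the list alone. The ribosomal protein list had medians of 0.09, 0.02 and 0.03 (camera adjusted p 8.29e-05, 0.599 and 0.477), with 1, 2 and 2 members called, the same numbers as adjusted over the list alone; in group 1 its adjusted p was 0.0523 without wildtype replicate 2.

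**Figure D4:**
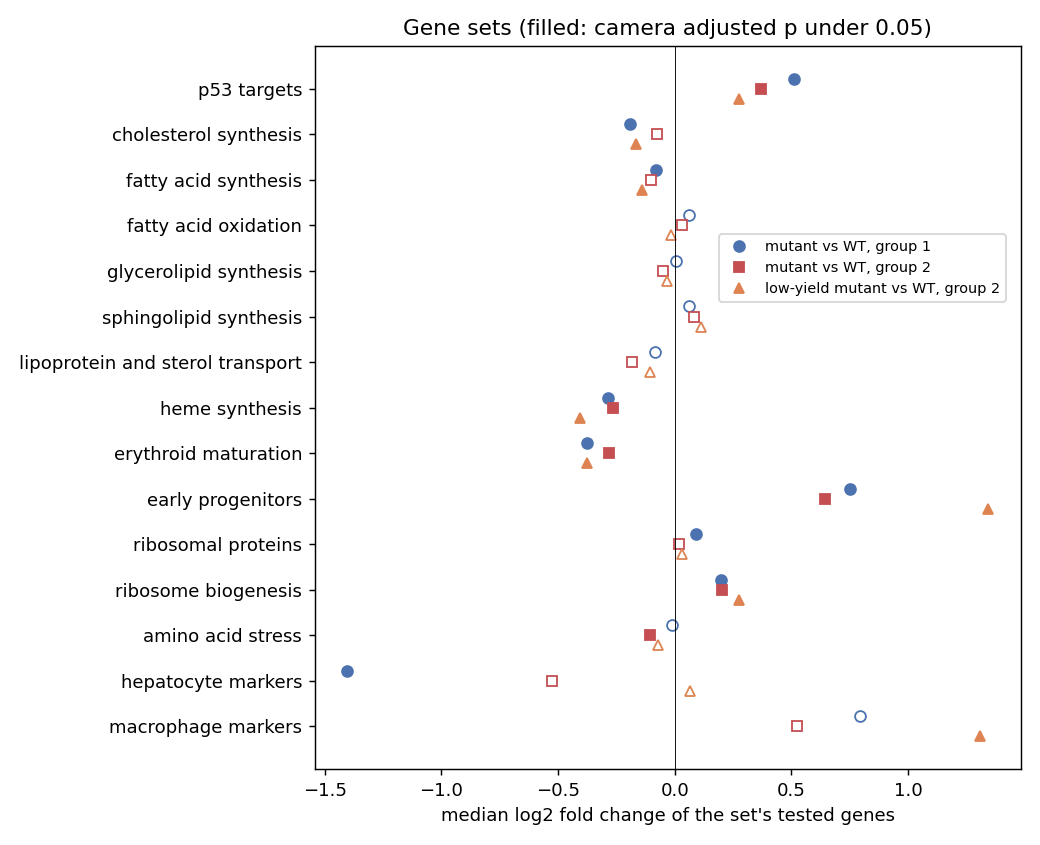
Median log2 fold change (horizontal axis) of the tested genes of each of the 15 lists (vertical axis) for mutant against wildtype in group 1 (circles) and for mutant (squares) and low-yield mutant (triangles) against wildtype in group 2; filled symbols have a camera adjusted p under 0.05. The p53 target medians were 0.51, 0.37 and 0.28, and the erythroid maturation medians -0.38, -0.28 and -0.38.

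Among the lipid lists, cholesterol synthesis was lower in group 1 (median -0.19, 21 of 27 genes lower, camera adjusted p 8.62e-04) and in the low-yield mutant (-0.16, 20 of 27, 0.0243), but not in the group 2 mutant (-0.08, 16 of 27, 0.351). In these comparisons 5, 8 and 3 of its genes were called over all genes, and 7, 9 and 3 adjusted over the list alone. Of the former 0, 2 and 1 were higher, and of the latter 0, 3 and 1. In the low-yield mutant its adjusted p was 0.0509 without low-yield replicate 1 and 0.0953 without wildtype replicate 1. Fatty acid synthesis was lower in group 1 (median -0.08, 19 of 29 genes lower, camera adjusted p 0.00823) and in the low-yield mutant (-0.14, 18 of 29, 0.0205). In the group 2 mutant it did not pass (-0.10, 19 of 29, 0.0649), but did without mutant replicate 1 (0.0176), mutant replicate 3 (0.0332) or wildtype replicate 3 (0.0385). Of its genes 10, 9 and 6 were called over all genes in group 1, the low-yield mutant and the group 2 mutant, and 20, 13 and 11 adjusted over the list alone. Of the former 1, 2 and 0 were higher, and of the latter 7, 5 and 4, so called genes of this list went in both directions. The other lipid lists did not pass under camera: the adjusted p for fatty acid oxidation was 0.11, 0.351 and 0.948 in group 1, the group 2 mutant and the low-yield mutant, for glycerolipid synthesis 0.384, 0.943 and 0.628, for sphingolipid synthesis 0.982, 0.365 and 0.477, and for lipoprotein and sterol transport 0.192, 0.177 and 0.157. In these 4 lists, in this order of comparisons, 8, 4 and 6 oxidation genes, 11, 4 and 10 glycerolipid genes, 7, 2 and 7 sphingolipid genes and 5, 4 and 5 lipoprotein genes were called over all genes, against 12, 5 and 6, 13, 10 and 12, 10, 6 and 10, and 6, 6 and 8 adjusted over the list alone. The oxidation list did pass in the group 2 mutant without wildtype replicate 1 (0.0397, higher), and the lipoprotein list in group 1 without mutant replicate 2 (0.0351, lower).

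Single lipid genes went in both directions. Scd1 (ENSMUSG00000037071, chromosome 19, 44394455 to 44407879, reverse strand), which encodes a stearoyl-CoA desaturase, fell from 42.7 to 12 CPM in group 1 (log2 fold change -1.83, SE 0.15, adjusted p 8.12e-05), and in group 2 from 40.9 CPM in wildtype to 14.5 in the mutant (-1.51, SE 0.21, adjusted p 0.00137) and 6.9 in the low-yield mutant (-2.56, SE 0.22, adjusted p 3.17e-05). All mutant libraries lay below all wildtype libraries of their group. Scd2 fell by 0.73, 0.44 and 0.75 in these comparisons (adjusted p 1.17e-04, 0.0136 and 2.45e-04); in the group 2 mutant its adjusted p was 0.0544 without mutant replicate 1, 0.0822 without mutant replicate 3 and 0.0715 without wildtype replicate 2. Srebf1 fell by 0.77 in group 1 (adjusted p 3.45e-05) and Insig1 by 0.70 (adjusted p 0.00232). Cpt1a rose by 0.60, 0.47 and 0.79 (adjusted p 0.00515, 0.00641 and 1.03e-04). Sqle fell by 0.27 in group 1 (0.0291), a call lost whichever library was left out (adjusted p 0.0563 to 0.148), by 0.24 in the group 2 mutant (0.133) and by 0.32 in the low-yield mutant (0.0313; 0.132 to 0.144 without low-yield replicate 1 or 2 or wildtype replicate 2). Fasn (0.25, 0.28 and 0.29, adjusted p 0.0566, 0.128 and 0.0789), Hmgcs1 (0.22, 0.39 and 0.36), Plin2 (-0.03, -0.13 and -0.23) and Abca1 (-0.47, -0.62 and -0.46) were not called by edgeR in the reported fits of these comparisons. With the replicate block the adjusted p of Fasn in group 1 was 0.0116. With a mean CPM of at least 5 edgeR called Fasn in group 1 (0.0232) and the low-yield mutant (0.0459). Without mutant replicate 2 it called Fasn in the group 2 mutant (0.0409) and the low-yield mutant (0.0423). Without wildtype replicate 1 it did so in the low-yield mutant (0.0396). Over both groups edgeR called Fasn (0.26, adjusted p 0.0141), Hmgcs1 (0.30, adjusted p 0.0136) and Sqle (-0.26, adjusted p 0.00444), but not Plin2 or Abca1 (adjusted p 0.507 and 0.194). Fasn was called by DESeq2 in group 1 (0.0145) and by voom in the mutant and low-yield mutant of group 2 (0.0214 and 0.0115), and voom also called Hmgcs1 (0.0472) and Plin2 (0.0303) in the low-yield mutant.

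The remaining lists were amino acid stress, hepatocyte markers and macrophage markers. Amino acid stress was lower in the group 2 mutant (median -0.11, camera adjusted p 0.025; 5 genes called and 9 adjusted over the list alone) but not in group 1 (0.982; 4 and 5) or the low-yield mutant (0.118; 8 and 8), and its adjusted p in the group 2 mutant was 0.0769 without mutant replicate 3 and 0.128 without wildtype replicate 1. In the low-yield mutant it passed without wildtype replicate 3 (0.0371). Hepatocyte markers were lower in group 1, with 18 of 19 tested genes below wildtype (median -1.41, camera adjusted p 6.91e-06; 5 called, 11 adjusted over the list alone). In group 2 they did not pass in the mutant (-0.53, 0.351) or the low-yield mutant (0.07, 0.094), with 0 of 20 genes called by edgeR in either, over all genes or adjusted over the list alone, and 1 and 0 at an unadjusted p under 0.05; without wildtype replicate 1 the mutant passed with a decrease (2.88e-04), and without wildtype replicate 3 the low-yield mutant passed with an increase (1.3e-05). Macrophage markers were higher in the low-yield mutant (median 1.31 over 11 tested genes, camera adjusted p 0.0243; 2 called, 5 adjusted over the list alone), but not without wildtype replicate 1 (0.104), and did not pass in group 1 (0.346; 1 and 1) or the group 2 mutant (0.327; 1 and 2).

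The preset correlation used by camera affects these calls. Under fry, the p53, cholesterol, fatty acid synthesis, heme and erythroid lists passed in group 1, and so did fatty acid oxidation (adjusted p 0.0284, higher), which camera had not called. In the group 2 mutant, the p53, fatty acid synthesis, heme, erythroid, progenitor and amino acid lists passed, and in the low-yield mutant all 8 lists called by camera passed. With an estimated correlation 0 lists passed in any single comparison with wildtype. The smallest adjusted p was 0.162 in group 1, 0.0851 in the group 2 mutant and 0.105 in the low-yield mutant, with 3, 4 and 5 lists at an unadjusted p under 0.05. With both groups in 1 fit, which was not planned for the lists, the p53, heme and erythroid lists passed under all 3 tests, the estimated correlation included (adjusted p 0.00497, 0.0148 and 0.0194). Cholesterol synthesis passed there as lower under camera (0.00905) and fry (0.0122), and so did fatty acid synthesis (0.0123 and 3.6e-04). With an estimated correlation neither passed (0.399 and 0.232). Lipoprotein and sterol transport passed under fry alone (0.0358, lower), and the other lipid lists under no test. Between low-yield and other mutants, camera called 9 lists, among them p53 targets (median -0.14, adjusted p 2.46e-08), early progenitors (0.45, 8.41e-11), hepatocyte markers (0.81, 7.41e-08), cholesterol synthesis (-0.08, 0.00176) and fatty acid synthesis (-0.03, 0.0115); 0 lists passed under fry or an estimated correlation (smallest adjusted p 0.163 and 0.0993; 2 and 4 lists at an unadjusted p under 0.05). A list's median, mean and test differed in sign only where camera did not call the list. Against wildtype this held for glycerolipid synthesis (mean 0.14 and 0.16 in the mutant and low-yield mutant of group 2, against medians of -0.05 and -0.03, and mean -0.06 against a median of 0.01 in group 1), ribosomal proteins in the group 2 mutant (mean -0.005, median 0.02), sphingolipid synthesis in group 1 (median 0.06, fry direction downward) and fatty acid oxidation in the low-yield mutant (median -0.02, camera direction upward). Between the mutants it held for glycerolipid and sphingolipid synthesis (means 0.02 and 0.03, camera directions downward) and for lipoprotein and sterol transport (median -0.05, mean 0.07).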

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

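The tests on summed counts of Rplp0 and its copies, on the share of Gm8730, and of the gene lists for the interaction were chosen only after the results were seen; the count of other splits of the libraries was planned.

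The genotype effect differed between the groups of mice for 3 genes, Gm8730 (-1.11, group 2 minus group 1, log2), Gm9625 (-1.16) and Gm6278 (-1.11), which is why they are looked at again. Of 100 splits of the genotype labels within the groups of mice, the real one included, 3 gave at least as many called genes. Most other splits mix the genotypes, so the genotype effect adds to the spread within their groups. Few calls would follow there with or without an interaction, so the count decides nothing. The largest count among the others was 108; its cause was not tested. All 3 genes are processed pseudogenes at 96.4% to 98.7% identity to Rplp0, which itself rose in group 2. Reads shared between Rplp0 and its copies are a candidate explanation. With the sum in place of its members 0 genes were called for the interaction (edgeR, 338 at an unadjusted p under 0.05). That count adds nothing, because the 3 called genes are themselves members of the sum. The summed counts of the family changed by 0.12 in the mutant and 0.06 in the low-yield mutant of group 2, and by -0.004 in the interaction (edgeR, DESeq2 and voom were not run on the sums). The tables thus show that counts were divided differently between Rplp0 and its copies, not that the family's expression changed. The share of Gm8730 was 35.3% ± 1.76 (SD, n = 3) in wildtype libraries of group 2 and lay between 16.4% and 17% in the 6 mutant libraries. An exact two-sided permutation test over 84 splits gave p 0.0119 in group 2, the smallest value it can give, and, over 20 splits, 0.8 in group 1. Gm8730 was picked for this very difference, so the test restates what drew attention to it and decides nothing. A sequence variant at Rplp0 on one form of chromosome 5, carried along with the mutation, could shift reads in this way. It cannot be told apart from a difference in the background of the wildtype embryos of group 2 or in the library preparation, because no reads were analysed here and group 1 (11.8% and 12%) shows no such step. A biological difference between the groups of mice stays open and untested, since the group of mice and the kind of RNA (polyA or total) coincide.

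For 5 gene lists camera gave an adjusted p under 0.05 for the interaction: cholesterol synthesis (3.2e-04, a smaller decrease in group 2, median interaction 0.15), fatty acid synthesis (0.024, median 0.05), ribosomal proteins (9.57e-04, median -0.05), amino acid stress (9.57e-04, median -0.08) and hepatocyte markers (9.34e-04, median 0.95). Camera's preset correlation may be too low for these lists. The smallest adjusted p over the 15 lists was 0.195 under fry and 0.249 with an estimated correlation, so 0 lists passed in either (2 and 2 at an unadjusted p under 0.05). Correlation between the genes of a list is therefore a candidate explanation for these 5 calls. The difference between groups in the lipid lists is not shown by the tests that allow for such correlation, and the kind of RNA again coincides with the group of mice.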

How the results depend on the processing

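Covariates for embryo sex, summed counts of Rpl5 or Rplp0 with their copies and all tests of lists for the interaction or over both groups were chosen only after the data were seen; the other alternatives were planned.

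For the counts of called genes, 110 of 138 alternatives stayed within 1.5 times the count reported, and no gene called both in the reported fit and under an alternative had opposite signs. Requiring an absolute log2 fold change of at least 1 lowered the counts, by construction, to 302 in group 1, 271 and 564 for the mutant and low-yield mutant of group 2, and 489 over both groups. DESeq2 gave 1452 for the group 2 mutant, 6 between low-yield and other mutants and 13 for the interaction. Voom with quality weights gave 2000, 3399 and 4 for the mutant, the low-yield mutant and their difference. Each sex covariate gave 1 between low-yield and other mutants, and summing Rplp0 with its copies gave 0 for the interaction. Leaving out 1 library gave 753 to 1729 in group 1 (lowest without mutant 3), 425 to 1323 in the group 2 mutant (lowest without wildtype 2), 900 to 2395 in the low-yield mutant (lowest without low-yield 2), 0 to 22 between the mutants (highest without low-yield 3), 2526 to 3629 over both groups and 2 to 3 for the interaction. Fewer libraries enter such fits; the cause of the other shifts was not tested.

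With the replicate block, 2863 genes were called in group 1 (1470 higher, 1393 lower), 1763 of them among the 1766 called without it, and 5 for the interaction. The block also changed the calls of Alb (adjusted p 0.111), Gata2 (2.44e-07) and Fasn (0.0116) in group 1 and no other call of a named gene or list there. In group 2 the numbers were not taken to pair the libraries. The correlations of deviations were 0.24, 0.17 and 0.02 for mutant and wildtype. They were 0.08, -0.07 and 0.02 for low-yield mutant and wildtype, and 0.06, -0.06 and 0.01 for the mutants. Same-numbered mutant and wildtype libraries of group 2 were alike in Y-linked Ddx3y. It was at 48.11 and 36.69 CPM in mutant and wildtype 2, and at 0 in numbers 1 and 3. The block gave 1309, 2331 and 0 calls there, and 3889 over both groups. Among the genes reported, it put Alas2 under the threshold in the mutant (adjusted p 0.029) and the low-yield mutant (0.0145), and Fasn (0.0375) and Tfrc (0.0494) in the low-yield mutant, and Mpo above it in the mutant (0.0901).

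Rpl5 stayed lower in all alternatives of every comparison with wildtype. Leaving out 1 library gave log2 fold changes of -0.35 to -0.27 in group 1, -0.53 to -0.37 in the group 2 mutant, -0.53 to -0.35 in the low-yield mutant and -0.42 to -0.35 over both groups. It lost its call without mutant 1 (-0.42) or wildtype 3 (-0.37) in the group 2 mutant and without low-yield 2 (-0.35) in the low-yield mutant, fits with fewer libraries. Between the mutants its uncalled change of 0.023 was -0.017 with voom, -0.053 in the sum with copies and -0.072 to 0.107 on leaving out a library; its interaction was 0.026 in the sum and -0.23 to -0.06 on leaving out a library.

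For the lists, 750 of 870 alternatives kept direction and side of the threshold. The replicate block and removal of haemoglobin and mitochondrial genes changed no list in group 1 or the 3 comparisons of group 2, and were not run on lists for the interaction or over both groups. With an estimated correlation the adjusted p in group 1 rose to 0.162 for p53 targets, heme synthesis and erythroid maturation, 0.321 for fatty acid synthesis, 0.357 for cholesterol synthesis and hepatocyte markers, 0.441 for ribosome biogenesis, 0.573 for early progenitors and 0.643 for ribosomal proteins. In the group 2 mutant it rose to 0.0851 for p53 targets, 0.137 for heme, erythroid and progenitor lists, 0.203 for amino acid stress and 0.44 for ribosome biogenesis. In the low-yield mutant it rose to 0.105 for p53, heme, erythroid and progenitor lists, 0.139 for fatty acid synthesis, 0.211 for macrophage markers and 0.293 for cholesterol synthesis and ribosome biogenesis. Between the mutants it rose to 0.0993 for p53 targets and progenitors, 0.141 for macrophage markers, 0.154 for fatty acid synthesis, 0.166 for cholesterol synthesis and erythroid maturation, 0.249 for heme synthesis, 0.347 for hepatocyte markers and 0.597 for ribosome biogenesis.

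Under fry, fatty acid oxidation in group 1 (0.0284, higher) and fatty acid synthesis in the group 2 mutant (0.015, lower) passed. Not passing any more in group 1 were early progenitors (0.266), hepatocyte markers (0.0692), ribosomal proteins (0.42) and ribosome biogenesis (0.0877), and in the group 2 mutant ribosome biogenesis (0.106). Between the mutants the values were 0.163 for p53 targets and progenitors, 0.238 for fatty acid synthesis and macrophage markers, 0.284 for cholesterol synthesis, 0.403 for erythroid maturation, 0.531 for heme synthesis and hepatocyte markers and 0.689 for ribosome biogenesis. For the interaction they were 0.195 for cholesterol and fatty acid synthesis, 0.717 for amino acid stress, 0.884 for hepatocyte markers and 0.935 for ribosomal proteins. Uncalled lists turned direction for sphingolipid synthesis in group 1 (0.786) and, in the interaction, for progenitors, macrophage markers and ribosome biogenesis (0.954 each). The preset correlation is what separates camera from camera with an estimated one; for fry the cause was not tested.

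With a mean CPM of at least 5, fewer genes enter each list. Macrophage markers turned from higher to lower in the low-yield mutant against wildtype (0.312) and against the mutant (0.833). Cholesterol synthesis in the low-yield mutant (0.113) and amino acid stress in the group 2 mutant (0.326) no longer passed, and fatty acid synthesis in the group 2 mutant did (0.037). Uncalled lists turned direction for amino acid stress (0.65), macrophage markers and sphingolipid synthesis (0.78 each) in group 1 and for glycerolipid synthesis (0.828) and macrophage markers (0.313) in the group 2 mutant, and with DESeq2 size factors for amino acid stress in group 1 (0.999).

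On leaving out 1 library, with fewer libraries in each fit, the adjusted p in group 1 ranged from 3.91e-10 to 0.0523 for ribosomal proteins, 0.0351 to 0.606 for lipoprotein and sterol transport, 0.0512 to 0.847 for macrophage markers, 0.193 to 0.971 for amino acid stress and 0.847 to 0.975 for sphingolipid synthesis. In the group 2 mutant it ranged from 0.0176 to 0.177 for fatty acid synthesis, 0.0397 to 0.885 for fatty acid oxidation, 0.643 to 0.98 for glycerolipid synthesis, 0.00101 to 0.871 for ribosomal proteins, 0.00477 to 0.128 for amino acid stress and 2.88e-04 to 0.745 for hepatocyte markers. In the low-yield mutant it ranged from 0.00795 to 0.0953 for cholesterol synthesis, 0.256 to 0.924 for fatty acid oxidation, 3.07e-04 to 0.947 for ribosomal proteins, 0.0371 to 0.395 for amino acid stress, 1.3e-05 to 0.561 for hepatocyte markers and 0.014 to 0.104 for macrophage markers. Between the mutants it ranged from 0.0011 to 0.109 for cholesterol synthesis and 0.00229 to 0.187 for fatty acid synthesis (highest without mutant 1 for both), 0.00615 to 0.807 for fatty acid oxidation, 0.1 to 0.962 for glycerolipid synthesis, 0.478 to 0.807 for sphingolipid synthesis, 0.273 to 0.921 for lipoprotein and sterol transport, 1.51e-11 to 0.921 for ribosome biogenesis (highest without mutant 2) and 1.54e-09 to 0.63 for ribosomal proteins. The ribosomal protein list was higher between the mutants (0.563, not called), but passed as lower without mutant 2 (0.00409) or low-yield 3 (0.0142) and as higher without mutant 3 (0.00101) or low-yield 2 (1.54e-09), so single libraries set its direction.

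The agreement between the mutants and low-yield mutants was 0.809 as Pearson's r (simulated with no change 0.494) and 0.888 over genes with a mean CPM of at least 5 (simulated 0.468). The transfer of called genes between the groups of mice passed in all 8 alternatives. For the named genes, 3435 of 3600 alternatives kept direction and side of the threshold, 99 lost the call, 38 gained it, 28 moved without a call, and none turned a called change around. Depth was lowest in group 2, down to 24954324 counts in mutant replicate 2, and genes under the low-count filter were tested only in the fits without it. These gave 1643 calls in group 1 (1598 of them called with the filter), 882 in the group 2 mutant (839) and 1712 in the low-yield mutant (1659).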

Other observations

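The tests on the genes within 1 Mb of Rpl5, on the sum of Rpl5 and its copies, on embryo sex and carry-over, and on classes of short non-coding RNA were chosen only after the results were seen; the counts of splits, the test within 10 Mb of Rpl5 and the test of lipid lists against maturation were planned.

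Other splits of the same libraries into groups of equal size were tested. In group 1, 1 of 10 splits, the real one, gave 1766 or more called genes, and the others gave at most 3; among the 4 splits that part all 3 pairs of same-numbered libraries the others gave 0, and the splits that part fewer pairs gave at most 3. For the mutant against wildtype in group 2, 1 of 10 splits reached 942 (at most 1 in the others), and for the low-yield mutant 1 of 10 reached 1884 (0 in the others). With 10 splits the share cannot fall below 10%, so these designs cannot exclude a random grouping by this count alone. Between low-yield and other mutants all 10 splits reached the real count of 0, up to 2 genes. Over both groups of mice, 1 of 100 splits, the real one, reached 3128, and the largest of the others was 13, which argues against a random grouping.

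Rpl5 has 5 copies at 96.2% to 100% identity, and a change in how reads were divided among them could mimic a decrease. The counts summed over Rpl5 and these copies fell by 0.42 in group 1, 0.41 in the mutant and 0.46 in the low-yield mutant of group 2 (log2 fold changes -0.42, -0.41 and -0.46; adjusted p 0.00185, 0.00903 and 0.00216, edgeR). Division of reads is thus excluded as the whole cause, and a lower level of Rpl5 RNA in the mutants stays as a hypothesis. Whether the mutant allele yields fewer or altered transcripts was not tested.

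Genes near the mutation might differ because DNA of another strain remains linked to it. Within 10 Mb of Rpl5, 18 of 169 tested genes (10.7%) were called in group 1, against 12.6% elsewhere (odds ratio 0.826, 95% interval 0.476 to 1.36, Fisher's exact test, two-sided, p 0.559), and 12 of 189 (6.3%) in the group 2 mutant, against 6.3% (odds ratio 1.02, 0.513 to 1.83, p 0.88). Within 1 Mb the shares were 20% in group 1 (6 of 30, against 12.6%, p 0.262) and 14.3% in group 2 (5 of 35, against 6.2%, p 0.065). Too few genes lie in either window to exclude a linked stretch of DNA, so it cannot be told apart from the general response. Tmed5, at 108106366 to 108132620 on chromosome 5 and chosen after its values were seen, rose by 0.87, 0.75 and 0.79 in the 3 comparisons with wildtype (adjusted p 1.4e-04, 3.86e-04 and 1.39e-04, edgeR).

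In group 1, wildtype libraries 1 and 2 held both Xist (525 and 865 CPM) and transcripts of Y-linked genes (mean 30.8 and 19.3 CPM), whereas mutant 1 held Xist alone (1360 CPM) and the other 3 libraries held Y-linked transcripts with Xist at 2.5 to 3.18 CPM. RNA of female and male embryos in one library would make the female and male fractions add up to 1, and they added up to 0.996 in wildtype 1 and 1.02 in wildtype 2, which is consistent with pools of both sexes. Carry-over from the female mutant library is argued against by Cdkn1a, 1 of the genes fixed in advance. It was at 1.84 and 1.6 CPM in wildtype 1 and 2, where carry-over would give 12.1 and 18. The median position of 20 called p53 targets between wildtype 3 (0) and mutant 1 (1) was -0.00235 and -0.0316. The female fractions would put that median at 0.385 and 0.634. These 20 genes were called higher in a fit that includes wildtype 1 and 2, which favours positions near 0, so they carry less weight. The labels name neither sex nor pooling. With embryo sex as a covariate, group 1 gave 2012 calls (mean log2 CPM of the Y genes) or 2266 calls (male fraction). Of the 1766 calls without it, 1610 and 1762 were kept. In either of these forms the calls between low-yield and other mutants numbered 1.

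Lower lipid synthesis genes might follow from the stage of erythroid maturation. Over the 15 libraries, after group means were removed, the score of the erythroid maturation list did not correlate with that of cholesterol synthesis (Pearson's r -0.01, permutation p 0.961; Spearman's rho -0.07, p 0.837; r 0.06 without the 2 libraries farthest from the median) or of fatty acid synthesis (r 0.18, p 0.559; rho 0.17, p 0.595; r 0.04 without 2 libraries). Over these 2 relations the adjusted p was 0.961 for each r and 0.837 for each rho. In group 1 the maturation score varied less within a genotype than between genotypes (mean log2 CPM of 6.79 to 6.85 in mutant and 7.18 to 7.35 in wildtype libraries). In group 2 it was 7.425 to 7.689 in wildtype, 7.142 to 7.215 in mutant and 6.953 to 7.204 in low-yield mutant libraries. There the wildtype and low-yield ranges were wider than the gap between genotypes. With 3 libraries per group, a shared dependence on stage and a separate effect on lipid genes cannot be told apart.

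A short non-coding RNA was lower in the low-yield mutants of group 2, which led to a look at others. Rpph1 (chromosome 14, 50807449 to 50807767), the RNA of ribonuclease P, chosen after its values were seen, averaged 3410 CPM in wildtype, 2590 in mutant and 1120 in low-yield mutant libraries (log2 fold change of low-yield against mutant -1.21, SE 0.20, adjusted p 0.966, edgeR). Such RNAs could be lost with a low RNA input or in library preparation. With the genes that drew attention left out, the class annotated as misc_RNA fell between mutant and low-yield mutant (8 of 9 genes lower, median -0.83, fry p 0.00223, adjusted over 3 classes 0.00668), scaRNA did not pass (3 of 4 lower, median -0.42, fry p 0.0762) and snoRNA did not pass (3 of 8 lower, median 0.61, fry p 0.575). Between wildtype and low-yield mutant, misc_RNA (8 of 9 lower, median -0.74) and scaRNA (4 of 4 lower, median -0.38) passed under fry (adjusted p 0.00365 for each) and snoRNA did not (2 of 8 lower, median 0.75, adjusted p 0.426); under camera scaRNA did not pass (0.139). Between wildtype and mutant no class passed under fry. For misc_RNA 4 of 9 genes were lower (median 0.02, adjusted p 0.842), and for scaRNA 3 of 4 (median -0.18, 0.0987). For snoRNA 3 of 8 were lower (median 0.14, 0.842). The classes hold few tested genes and the low-yield label coincides with the group, so a technical loss and a difference between embryos cannot be told apart.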
